# Genes Responsive to Low-Intensity Pulsed Ultrasound in MC3T3-E1 Preosteoblast Cells

**DOI:** 10.3390/ijms141122721

**Published:** 2013-11-18

**Authors:** Yoshiaki Tabuchi, Yuuki Sugahara, Mika Ikegame, Nobuo Suzuki, Kei-ichiro Kitamura, Takashi Kondo

**Keywords:** low-intensity pulsed ultrasound, osteoblast, microarray, gene expression, gene network

## Abstract

Although low-intensity pulsed ultrasound (LIPUS) has been shown to enhance bone fracture healing, the underlying mechanism of LIPUS remains to be fully elucidated. Here, to better understand the molecular mechanism underlying cellular responses to LIPUS, we investigated gene expression profiles in mouse MC3T3-E1 preosteoblast cells exposed to LIPUS using high-density oligonucleotide microarrays and computational gene expression analysis tools. Although treatment of the cells with a single 20-min LIPUS (1.5 MHz, 30 mW/cm^2^) did not affect the cell growth or alkaline phosphatase activity, the treatment significantly increased the mRNA level of *Bglap*. Microarray analysis demonstrated that 38 genes were upregulated and 37 genes were downregulated by 1.5-fold or more in the cells at 24-h post-treatment. Ingenuity pathway analysis demonstrated that the gene network U (up) contained many upregulated genes that were mainly associated with bone morphology in the category of biological functions of skeletal and muscular system development and function. Moreover, the biological function of the gene network D (down), which contained downregulated genes, was associated with gene expression, the cell cycle and connective tissue development and function. These results should help to further clarify the molecular basis of the mechanisms of the LIPUS response in osteoblast cells.

## 1. Introduction

In many medical fields, ultrasound (US) has proven to be an effective diagnostic or therapeutic tool [1,2]. With respect to the therapeutic applications, low-intensity pulsed US (LIPUS) has been used extensively as an adjuvant to fracture healing [3–6]. It has been well-established that fracture healing involves four events: inflammation, soft callus formation, hard callus formation and bone remodeling. Pre-clinical work has shown LIPUS to be effective in bone fracture models of small [7–18] and large animals [19–21]. Duatre [7] previously demonstrated that LIPUS accelerated bone fracture union in a rabbit femoral fracture model. Azuma and coworkers [9] also clearly demonstrated that LIPUS acted effectively at each phase of the healing process in a rat femoral fracture model. The results of a study using a sheep osteotomy model similarly demonstrated that LIPUS can significantly accelerate the fracture-healing process, increase the cortical bone mineral density and improve the lateral bending strength of the healing fracture [19]. These therapeutic effects of LIPUS have since been confirmed in randomized clinical trials [22,23].

The use of *in vitro* cell culture systems has been of central importance for research at the cellular and molecular levels. A number of investigations have indicated that LIPUS is effective for the treatment of different cell types that play important roles in the processes of fracture healing. Most *in vitro* studies have examined the US-associated bone formative response by use of osteoblastic cells from mammals [24–30]. We recently demonstrated that the osteoblast activity in goldfish scales responds sensitively to LIPUS and may be important in promoting bone formation [31]. LIPUS has been proven effective in bone marrow stromal cells, which are thought to be one of the cell types involved in fracture healing [32,33]. In addition, LIPUS is reported to stimulate the growth and synthesis of matrix proteins in chondrocytes [34,35]. LIPUS was demonstrated to exert its effects through integrin receptors; that is, LIPUS promotes cell proliferation via the activation of integrin receptors in human skin fibroblasts [36]; and LIPUS activates α_5_β_1_ integrin and promotes cell differentiation in mouse mandibular osteoblasts [30]. Moreover, LIPUS induces RANKL and chemokines via the angiotensin II type 1 receptor in MC3T3-E1 cells [25]. LIPUS has been shown to stimulate cell proliferation, proteoglycan synthesis and expression of growth factor-related genes in human nucleus pulposus HNPSV-1 cells [37]. LIPUS is reported to regulate the proliferation and differentiation of osteoblasts through osteocytes [38]. As described above, the effects of LIPUS are evident; however, the detailed mechanisms by which LIPUS promotes bone fracture healing at the cellular or molecular level are largely unclear.

With the help of novel transcript profiling technology, a view of the genome-wide expression profiles can be assayed simultaneously, allowing scanning differential expression of a large number of genes. This technology has been used to analyze the expression of genes in response to LIPUS in human osteoblastic osteosarcoma MG-63 [28] and SaOS-2 cells [29]. While it is important to identify individual genes that are differentially expressed, there is also a need to move beyond this level of analysis. Recently, we have used pathway analysis technologies to map gene expression data into relevant gene networks on the basis of their functional annotation and known molecular interactions [39–41]. Using these technologies, unique gene networks that are associated with cellular development and cell death were identified in human lymphoma U937 cells treated with LIPUS [39].

In the present study, we investigated the changes in gene expression in MC3T3-E1 preosteoblast cells treated with LIPUS by using a GeneChip^®^ microarray analysis system in order to better understand the molecular mechanisms underlying cellular responses to this stress.

## 2. Results

### 2.1. Effects of LIPUS on the Cell Growth and Alkaline Phosphatase (ALP) Activity in MC3T3-E1 Cells

Mouse preosteoblast MC3T3-E1 cells were analyzed to determine cell growth and Alkaline Phosphatase (ALP) activity. When MC3T3-E1 cells were exposed to LIPUS (30 mW/cm^2^, for 20 min), followed by culturing at 37 °C for 0 to 48 h, the cell number was gradually increased in a time-dependent fashion. However, the growth rate was comparable to that of the mock-treated control cells (Figure 1A). Furthermore, we examined the effects of LIPUS on ALP activity, an *in vitro* osteoblastic differentiation marker. As shown in Figure 1B, the values of control ALP activity at 0, 6, 24 and 48 h of culture were 0.80 ± 0.10, 1.1 ± 0.07, 3.8 ± 0.15 and 8.8 ± 0.33 μmol Pi/mg protein/h (mean ± SD), respectively. On the other hand, treatment of cells with LIPUS did not affect the ALP activity.

### 2.2. Effects of LIPUS on the Expression Level of mRNAs for Osteoblast Differentiation Marker Proteins

We measured the expression level of mRNAs for osteoblast differentiation marker proteins, bone gamma carboxyglutamate protein (*Bglap*; osteocalcin) and secreted phosphoprotein 1 (*Spp1*; osteopontin) in MC3T3-E1 cells. After 24 h of LIPUS treatment, the mRNA level of *Bglap* was significantly elevated compared to the control (Figure 2A). However, the expression of *Spp1* was not changed by the LIPUS exposure (Figure 2B).

### 2.3. Genes Responsive to LIPUS

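MC3T3-E1 is an established line of mouse preosteoblasts, and low-intensity pulsed ultrasound was delivered to these cells through the bottom of the culture dish at 30 mW/cm2 for 20 min. RNA was taken from mock-treated control cells and from treated cells after a further 6 h or 24 h of culture, in 3 repeated experiments, which gave 9 arrays. Each array reports the level of transcripts as the signal of 45101 probe sets, of which 64 are hybridization controls, so that 45037 probe sets were compared. The values used here were log2 signals made with the robust multi-array average (RMA) method, and they were not transformed further. A probe set was paired with a gene through the annotation of the array, which gave 1 symbol for 34945 of the compared probe sets, several symbols for 932 and none for 9160. Levels at 24 h and at 6 h were each compared with the mock control, and with each other, by limma with an intensity trend and the number of the experiment as a block. The arrays were paired by that number because the study counted changed probe sets in each of 3 experiments and because 9 of 9 arrays correlated best with an array of their own number. P-values were adjusted by the Benjamini-Hochberg method over the 45037 probe sets, and an adjusted p under 0.05 counted as a change. Beside this test the rule of the study was applied, a ratio of LIPUS to control of at least 1.5 in either direction in each of the 3 experiments. Changes of groups of genes were tested with camera on 28 lists fixed before the data were examined, with 1 probe set for each of 18193 genes. Several of these lists hold genes of Tables 1 and 2, such as *Id1*, *Sostdc1*, *Cdh1*, *Abi3bp* and *Dmp1*. The study chose those genes on the same arrays, so the tests of such lists are not fully independent of that choice. Precision was limited by the 3 arrays in each group. The culture time of the mock control is not given in the paper's text. A change against the control can therefore reflect time in culture as well as LIPUS, for every gene named below.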

We carried out a global-scale oligonucleotide microarray analysis of the cells exposed to LIPUS followed by 6- and 24-h culture at 37 °C by means of a GeneChip^®^ system with a Mouse Genome 430 2.0 array, which was spotted with 45,101 probe sets. We detected 17,945, 17,970 and 17,836 (mean, *N* = 3) probe sets that were expressed in the cells treated with mock (control), LIPUS plus 6-h culture and LIPUS plus 24-h culture, respectively. These results indicated that there was essentially no difference in the numbers of expressed probe sets among the three samples. 

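Mock-treated and LIPUS-treated cells gave arrays with closely similar spreads of signal. Differences between the arrays followed the experiment more than the treatment. In experiment 1 the median log2 signal was 4.90 in control cells, 4.90 at 6 h and 4.93 at 24 h. In experiment 2 it was 5.15 on all 3 arrays. In experiment 3 it was 5.01 in control cells, 4.98 at 6 h and 4.97 at 24 h. Signals across probe sets correlated at 0.997 to 0.999 between arrays of the same experiment and at 0.985 to 0.994 between arrays of different experiments, where probe sets are not independent replicates. Detection calls were not used here, so that the numbers of expressed probe sets were not recounted. *Actb*, a reference gene for cytoskeletal actin, had a log2 fold change of -0.02 at 24 h (standard error 0.02, adjusted p = 0.701 from limma). None of the 11 measured reference genes of the list changed at 24 h, alone or when adjusted over the list alone.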

The complete lists of probe sets from MC3T3-E1 cell samples are available on Gene Expression Omnibus (GEO), a public database (accession numbers: GSE45487).

The expression analysis in LIPUS-treated cells using GeneSpring^®^ software demonstrated many probe sets that were differentially expressed by a factor of 1.5 or greater. The Venn diagrams in Figure S1 summarize the numbers of probe sets that were upregulated (Figure S1A,C) and downregulated (Figure S1B,D) in response to LIPUS treatment (6- and 24-h culture) in all three experiments. 

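Treated cells were set against the mock control of the same experiment, and the probe sets at a ratio of 1.5 or more were counted. After 24 h of culture 401 probe sets were higher in experiment 1, 114 in experiment 2 and 754 in experiment 3. The counts of lower probe sets at this time were 340, 57 and 342. After 6 h the higher probe sets numbered 121, 14 and 102, and the lower ones 106, 13 and 42. At 24 h experiments 1 and 2 shared 52 higher and 45 lower probe sets, experiments 2 and 3 80 and 17, and experiments 1 and 3 59 and 18. Across all probe sets, the log2 ratios at 24 h had a standard deviation of 0.22 in experiment 1, 0.12 in experiment 2 and 0.22 in experiment 3. These ratios correlated at 0.34 between experiments 1 and 2, at 0.29 between experiments 2 and 3 and at -0.06 between experiments 1 and 3, and across the 40% of probe sets with the highest mean at 0.73, 0.47 and 0.21 in the same order. The correlations are across probe sets, which are not independent replicates.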

After 6-h LIPUS treatment, only one (ciliary rootlet coiled-coil, rootletin (*Crocc*)) and two probe sets (gelsolin (*Gsn*) and IQ motif and Sec7 domain 2 (*Iqsec2*)) were found to be upregulated and downregulated, respectively. On the other hand, 45 and 46 probe sets were found to be upregulated and downregulated, respectively, in the cells treated with LIPUS followed by 24-h culture. 

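At 6 h after the exposure, transcript levels stayed close to those of mock-treated cells. No probe set was at 1.5-fold or more in all 3 experiments, in either direction. *Crocc*, which encodes the rootlet protein of cilia, had a mean fold of 1.04 at 6 h and 1.04 at 24 h. *Gsn*, which encodes the actin-severing protein gelsolin, had mean folds of 1.02 and 1.02. *Iqsec2*, which encodes an exchange factor for small GTPases, had mean folds of 0.98 and 1.11. With limma 0 of 45037 probe sets changed at 6 h (smallest adjusted p 0.959), against 1575 at an unadjusted p under 0.05, where chance alone gives 2252. The methods' t-test at an unadjusted p under 0.05 gave 53 probe sets, a paired test gave 998, and both gave 0 after adjustment. Without experiment 3, limma called 38 probe sets at 6 h, 25 higher and 13 lower. *Hspb1*, which encodes a small heat shock protein, had a log2 fold change of 0.49 at 6 h (0.56, 0.62 and 0.28 in the 3 experiments, adjusted p = 0.959 from limma). By 24 h it lay below the control at -0.36 (adjusted p = 0.0357), and its change from 6 h to 24 h was -0.84 (standard error 0.06, adjusted p = 0.00179). Of the 28 gene lists, 2 passed the camera test at 6 h, both upward. The 33 measured collagens and matrix glycoproteins had a median log2 fold change of 0.05 (adjusted p = 6.47e-04), and the 28 immediate early and mechanoresponsive genes had a median of 0.03 (adjusted p = 0.0155). Neither passed with a correlation estimated from the data (adjusted p = 0.582 for each). No single member changed, and 1 of the immediate early genes was higher when adjusted over the list alone.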

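At 24 h after the exposure many transcripts had moved away from the control level, more of them upward than downward. With limma 1229 of 45037 probe sets changed, 809 higher and 420 lower, and all 1229 moved the same way in the 3 experiments. The higher ones stood for 614 genes and the lower ones for 337. The largest rise was in *Dio2*, which encodes the deiodinase that activates thyroid hormone, with a log2 fold change of 1.75 (standard error 0.06, adjusted p = 9e-05). *Gbp8*, an interferon-inducible GTPase gene, rose by 1.58, and *Dmp1*, a gene of mineralizing bone matrix, by 1.48. The rises of *Mmp13*, *F13a1*, *Tnnc1*, *Abi3bp*, *Crabp1*, *Ackr4* and *Igf2* lay between 1.05 and 1.34. *Id3* had the largest fall, with a log2 fold change of -1.09 (standard error 0.02, adjusted p = 2.41e-05). *Krt14* followed at -1.04, *Id2* at -1.03, *Ceacam1* at -0.98, *Anxa8* at -0.95 and *Id1* at -0.94. *Ahnak2*, *Col2a1*, *Slurp1* and *Cdh1* fell by 0.84, 0.82, 0.76 and 0.75 on the log2 scale. Between 6 h and 24 h 909 probe sets changed, 513 higher and 396 lower, and without experiment 3 the balance turned to 683 higher and 815 lower.

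Genes of cell division were lower at 24 h. Of 58 measured genes of the G2 and M phases, 36 were lower at 24 h and 0 higher (51 lower when adjusted over the list alone). Their median log2 fold change was -0.25, and the medians in the 3 experiments were -0.33, -0.25 and -0.18 (camera, adjusted p = 3.79e-41). The list did not pass with a correlation estimated from the data (adjusted p = 0.109). *Cenpf* at -0.48, *Hmmr* at -0.43, *Cdca8* at -0.40 and *Ccnb2* at -0.40 fell the most. Of 38 genes of the S phase, 3 were lower (13 when adjusted over the list alone), with a median of -0.11 (adjusted p = 1.86e-11, and 0.117 with the estimated correlation). A pair of matrix lists moved the other way. Of 12 small leucine-rich proteoglycans, 6 were higher and 1 lower (6 and 1 when adjusted over the list alone), with a median of 0.24 (adjusted p = 1.45e-06, and 0.109 with the estimated correlation). Of 22 matrix proteases and their inhibitors, 8 were higher and 0 lower (9 when adjusted over the list alone), with a median of 0.08 (adjusted p = 1.78e-05, and 0.109 with the estimated correlation). The 33 collagens and matrix glycoproteins had 5 higher and 2 lower members (6 and 4 when adjusted over the list alone) and a median of 0.02, and this list did not pass (adjusted p = 0.486). In all, 11 of the 28 lists passed the camera test, 2 upward and 9 downward, and 0 passed with the estimated correlation. The count of 1229 rested on the pairing, on experiments 1 and 2 and on the 6 h arrays in the fit, since it was 1 without the replicate block, 0 without experiment 1, 49 without experiment 2 and 5 with only the 6 control and 24 h arrays. From its lists of probe sets in Tables 1 and 2, the paper concludes that some genes were upregulated and others downregulated after the exposure (Figure 3).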

Lists of the probe sets that were upregulated and downregulated are shown in Tables 1 and 2, respectively. From these data, we found that one and 38 genes were upregulated or two and 37 genes downregulated after 6- and 24-h LIPUS exposure, respectively (Figure 3).

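The genes behind the probe sets at 1.5-fold or more in all 3 experiments are those whose direction and size held in each repeat. At 24 h these were 43 higher probe sets for 33 genes and 16 lower probe sets for 13 genes. If the 3 experiments had been independent and every probe set equally likely to pass, 0.017 and 0.00327 probe sets would pass by chance. Probe sets were not equally likely to pass. At 6 h in experiment 1, 121 were higher, and only 4 of these were among the 40% with the highest mean. The chance numbers may therefore be too low. All 43 and all 16 were also called by limma. Of these 59 probe sets, 37 are in Tables 1 and 2 and 22 are not. Among the 45 probe sets that Table 1 lists for 24 h, 45 had a mean ratio above 1, 36 a mean fold of at least 1.5 and 25 a fold of at least 1.5 in every experiment, and limma called 39. Among the 46 of Table 2, 46 had a mean ratio below 1, 18 a mean fold past 1.5, and 12 passed in every experiment, and limma called 29. The median of the mean folds was 1.73 over the first group and 0.695 over the second.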

### 2.4. Identification of Biological Functions and Gene Networks

Functional category analysis of upregulated and downregulated genes in response to LIPUS followed by 24-h culture at 37 ° was conducted by using the Ingenuity^®^ Pathways Knowledge Base. The numbers of functionally annotated genes among the 38 upregulated and 37 downregulated genes were 29 and 27, respectively (Tables S1 and S2). Five biological functions, *i.e.*, skeletal and muscular system development and function (number of genes: 16), cellular movement (17), connective tissue development and function (12), embryonic development (14) and organ development (13) were observed in the functionally annotated upregulated genes (Table S1). 

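The categories named for the raised genes concern the skeleton, muscle, cell movement and the tissues and organs of the embryo. Of the 16 genes in the category of the skeletal and muscular system, 16 were higher at 24 h. Of 17 genes of cellular movement 16 were higher, and of 12 genes of connective tissue development and function 11. All 14 genes of embryonic development and all 13 of organ development were higher. These counts take the probe sets of Table 1. The member that did not pass at its probe set there was *Siah2*, which encodes a ubiquitin ligase, at a log2 fold change of 0.07 (standard error 0.06, adjusted p = 0.664 from limma), while its other probe set was higher at 0.32 (adjusted p = 0.0279). The categories share members, and the study chose them on these samples, so these counts are not independent evidence. *Dact1*, a gene of Wnt signalling, rose by 0.61 and *Nr4a1*, a nuclear receptor gene, by 0.70.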

In the functionally annotated downregulated genes, the biological functions were determined to be gene expression (number of genes: four), cell cycle (10), connective tissue development and function (7), cellular development (16) and cellular growth and proliferation (18) (Table S2).

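The categories named for the lowered genes concern transcription, the cell cycle and the growth and development of cells. Of 4 genes of gene expression, 4 were lower at 24 h. The counts were 6 of 10 for cell cycle, 6 of 7 for connective tissue development and function, 11 of 16 for cellular development and 11 of 18 for cellular growth and proliferation. These counts take, for a gene with several probe sets in Table 2, the one of the highest mean. With any of them called, the last 4 counts were 7, 7, 12 and 12. This adds *Ceacam1*, which was lower at the probe set that Table 2 lists first, at -0.98 (adjusted p = 0.0168 from limma). With any probe set of the gene on the array they were 8, 7, 13 and 14. *Kitl*, which encodes the ligand of the Kit receptor, had a log2 fold change of -0.46 (standard error 0.08, adjusted p = 0.0385 from limma). *Kif2c* and *Kif20b*, which encode motor proteins of the mitotic spindle, had -0.39 and -0.39 at the probe sets of Table 2 (adjusted p = 0.177 and 0.207), while another probe set of *Kif20b* was lower at -0.34 (adjusted p = 0.0223). *Blnk*, which encodes an adaptor protein of B cells, was lower in the mean at -0.53 (adjusted p = 0.055). The study chose these genes on the same samples, so the counts are not independent evidence.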

Moreover, the biologically relevant networks of the differentially expressed genes identified from the GeneChip^®^ analysis were depicted using the Ingenuity^®^ Pathways Knowledge Base. Two significant gene networks, U (up) and D (down), were obtained from the functionally annotated upregulated and downregulated genes, respectively (Figures 4 and 5). 

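The genes joined in network U encode matrix proteins, a growth factor, enzymes and cell surface proteins. Of 17 such genes, 16 were higher at 24 h. *Cd200*, which encodes a surface glycoprotein that restrains immune cells, had a mean fold of 1.80 ± 0.14 (SD, n = 3 experiments). *Apod*, which encodes a lipid carrier, had 2.06 ± 0.03. The mean fold of *Padi2*, which encodes an enzyme that converts arginine residues in proteins, was 1.41 ± 0.12, and this gene did not pass the test (adjusted p = 0.105 from limma). All of these genes were selected by the study for their rise on these arrays.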

The gene network U contained CD200 antigen (*Cd200*), dentin matrix protein 1 (*Dmp1*), fibrillin 1 (*Fbn1*), insulin-like growth factor 2 (*Igf2*), lumican (*Lum*), matrix metallopeptidase 13 (*Mmp13*), osteomodulin (*Omd*) and thrombospondin 1 (*Thbs1*) and was associated with biological functions, such as cardiovascular disease, skeletal and muscular system development and function and organ morphology. In this network, six genes (*Dmp1*, *Fbn1*, *Igf2*, *Lum*, *Mmp13* and *Thbs1*), whose names are highlighted in blue, were mainly associated with bone morphology (functions annotation) in the category of biological functions (skeletal and muscular system development and function) (Figure 4). 

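The paper marks a set of genes in network U as mainly associated with bone morphology. The list of these genes in network U has 6 members, and 6 were higher at 24 h. The mean fold of *Dmp1*, which encodes an acidic protein that binds calcium, was 2.80 ± 0.17 at one probe set and 2.71 ± 0.45 at another. *Igf2*, which encodes an insulin-like growth factor, had a mean fold of 2.07 ± 0.04. *Lum*, which encodes the proteoglycan lumican, had 1.64 ± 0.09. *Mmp13*, which encodes a collagenase of cartilage and bone, had 2.55 ± 0.45. *Thbs1*, which encodes the matrix glycoprotein thrombospondin, had 1.75 ± 0.42. Each error is the standard deviation of the ratios in 3 experiments. Other probe sets did not pass, at log2 fold changes of -0.06 for *Igf2*, 0.53 for *Dmp1* and 0.83 for *Thbs1*. A wider list of osteoblast differentiation and mineralization, not chosen by the study though it holds *Dmp1*, had 18 measured genes of 26 listed. Of these, 2 were higher and 0 lower (3 and 1 when adjusted over the list alone). The list had a median log2 fold change of -0.01 and a mean of 0.12. It did not pass the camera test (adjusted p = 0.287). It passed with fry, an alternative set test (adjusted p = 9.15e-04), which passed 19 of the 28 lists at 24 h. *Bglap* and *Spp1*, which the paper measured by quantitative PCR, have no named probe set here and were not tested.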

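*Id1*, *Id2* and *Id3* encode proteins that bind basic helix-loop-helix transcription factors and keep them from DNA. Their expression follows bone morphogenetic protein (BMP) signalling in many cells. *Krt14* encodes a keratin of basal epithelial cells. Of the 14 genes in network D, 10 were lower at 24 h by the Table 2 probe set of the highest mean, 11 by any of that table and 12 by any on the array. The mean fold of *Id1* was 0.523 ± 0.0358 (SD, n = 3 experiments) and that of *Id3* 0.470 ± 0.0101. *Id2* had mean folds of 0.514 ± 0.0469 and 0.497 ± 0.110 at its 2 probe sets in Table 2. *Krt14* had 0.508 ± 0.0223 and 0.489 ± 0.0639 at its 2 probe sets there. Another probe set of each on the array did not pass, at log2 fold changes of -0.32 for *Id2* and -0.02 for *Krt14*. Of 19 measured target genes of BMP and SMAD1/5, 6 were lower and 0 higher (7 lower when adjusted over the list alone), with a median log2 fold change of -0.09 (camera, adjusted p = 3.32e-06, and 0.117 with a correlation estimated from the data, which did not pass). Without *Id1*, *Id2* and *Id3* the unadjusted camera p was 0.00216. This shorter list was made after the fall of the 3 genes had been seen, and it has no value with an estimated correlation. Besides the *Id* genes the lower members were *Sostdc1* at -0.60, *Atoh8* at -0.41 and *Smad6* at -0.30. Of 39 epithelial and keratinocyte markers, 3 were lower and 1 higher (4 and 1 when adjusted over the list alone), with a median of -0.09 (adjusted p = 4.47e-04, and 0.207 with the estimated correlation, which did not pass), and the medians in experiments 1, 2 and 3 were 0, 0 and -0.17. *Trp63*, which encodes a transcription factor of basal epithelium, was the higher one at 0.44.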

The gene network D contained inhibitor of DNA binding (Id) genes, *Id1*, *Id2* and *Id3*, and keratin 14 (*Krt14*) and was associated with biological functions, such as gene expression, cell cycle and connective tissue development and function (Figure 5).

### 2.5. Quantitative Analysis of Differentially Expressed Genes

To further explore the results of GeneChip^®^ analysis, a real-time quantitative polymerase chain reaction (PCR) assay was carried out. Seventeen genes were selected from among the genes that were upregulated or downregulated in response to LIPUS treatment. 

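The 17 genes chosen for quantitative PCR include matrix genes, transcription factors and regulators of growth. For each gene 1 probe set was taken, the first that Tables 1 and 2 list. At these probe sets 14 of the genes were higher and 3 lower at 24 h in every experiment, and all 17 passed the test. Another probe set did not pass for some genes, at log2 fold changes of -0.15 for *Gas6*, -0.06 for *Igf2*, -0.01 for *Egr3* and 0.03 for *Ahr*. All probe sets of *Htra1* and *Nrep* passed. At these probe sets the log2 ratios to the control of the same experiment lay between 0.41 and 1.33 for the higher genes and between -1.11 and -0.83 for the lower ones. The second probe set of *Id2* in Table 2 had log2 ratios of -1.30, -1.10 and -0.69. *Tnnc1*, which encodes a troponin of slow muscle, had the largest mean at 1.29, and *Znhit6* the smallest at 0.51. At 6 h the mean log2 ratios of the 17 genes lay between -0.16 and 0.19, and none passed the test. *Mylk*, which encodes myosin light chain kinase, had log2 ratios of 0.11 to 0.16 at 6 h in the 3 experiments, *Znhit6* of 0.02 to 0.09 and *Id1* of -0.09 to 0.16, which lay on both sides of 0. The genes were selected by the study from these arrays, so the count is not independent evidence.

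**Figure D1:**
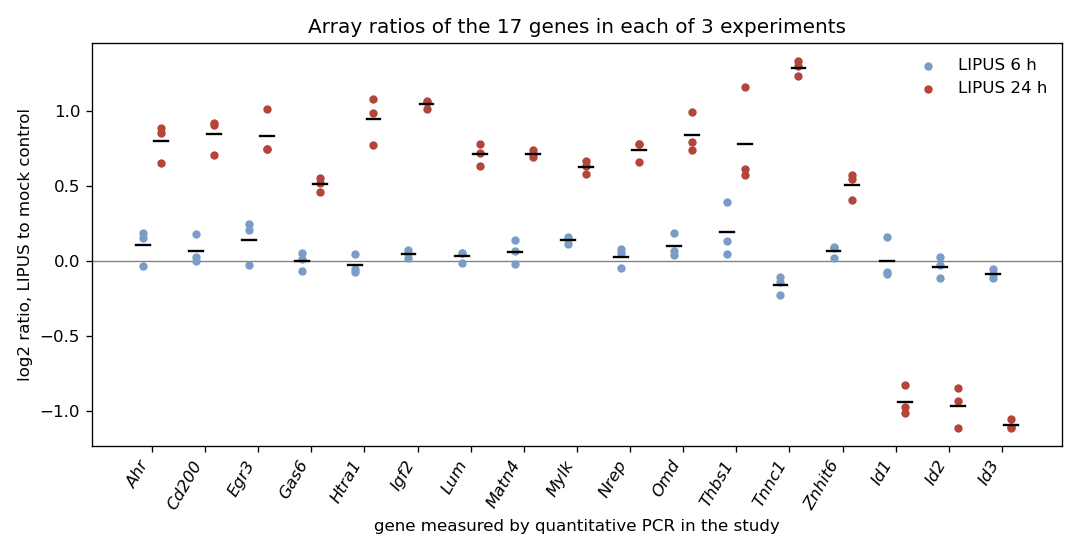
Log2 ratio of LIPUS to mock control (vertical axis) for the 17 genes measured by quantitative PCR (horizontal axis), at 1 probe set for each gene, at 6 h in blue and at 24 h in red. Points are the 3 experiments and bars their means; at 24 h the points of the 14 higher genes lie at 0.41 or above and those of the 3 lower genes at -0.83 or below, while at 6 h the points lie between -0.23 and 0.39.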

The expression levels of 14 genes, *i.e.*, aryl-hydrocarbon receptor (*Ahr*), *Cd200*, early growth response 3 (*Egr3*), growth arrest specific 6 (*Gas6*), HtrA serine peptidase 1 (*Htra1*), *Ifg2*, *Lum*, matrilin 4 (*Matn4*), myosin, light polypeptide kinase (*Mylk*), neuronal regeneration related protein (*Nrep*), *Omd*, *Thbs1*, troponin C, cardiac/slow skeletal (*Tnnc1*) and zinc finger, HIT type 6 (*Znhit6*), were significantly upregulated (Figure 6), whereas three genes, such as *Id1*, *Id2*, and *Id3*, were significantly downregulated in the cells treated with LIPUS (Figure 7). After 6-h LIPUS treatment, significant upregulations of *Mylk* and *Znhit6* and downregulation of *Id1* were detected (Figures 6 and 7). These data were similar to the results of microarray analysis.

## 3. Discussion

Within the fields of orthopedics, LIPUS has been used to promote bone fracture healing [3–6]. Although numerous studies have been conducted on this issue [7–38], the molecular mechanisms by which LIPUS affects bone cells have not been well understood. The use of *in vitro* cell culture systems has been of central importance for research at the cellular and molecular levels. The present study employed high-density oligonucleotide microarray analysis combined with computational gene expression analysis tools to demonstrate, for the first time, that many genes were responsive to LIPUS in MC3T3-E1 preosteoblast cells.

A number of previous reports [24–39] clearly indicated that LIPUS had positive effects on differentiation, gene expression, mineralization and proliferation under *in vitro* cell culture conditions, although the degree of these effects differed among studies. It is assumed that differences in the experimental conditions, such as the intensity of LIPUS, exposure period, cell type and culture conditions, contributed to discrepancies in the biological effects of LIPUS reported. Unsworth *et al.* [27] demonstrated that the ALP activity was significantly increased at days 6 to 10, but not at days 2 and 4 in MC3T3-E1 cells treated with once daily LIPUS (30 mW/cm^2^ for 20 min). Using rat osteoblastic ROS 17/2.8 cells, Takayama *et al.* [26] found that ALP activity was increased at day 7 of culture after transient LIPUS (30 mW/cm^2^ for 20 min) stimulation without affecting the cell proliferation. A single LIPUS (30 mW/cm^2^ for 20 min) treatment induces RANKL and chemokines via the angiotensin II type 1 receptor, while this stimulation does not affect the expressions of ALP and Bglap in MC3T3-E1 cells [25]. In mouse bone-marrow-derived stromal ST2 cells, once LIPUS (30 mW/cm^2^ for 20 min) exposure induced significant increases in the expressions of *Bglap*, as well as FBJ osteosarcoma oncogene (*Fos*), an immediate-early gene [32]. In this study, although neither cell growth nor ALP activity was influenced by a single exposure of MC3T3-E1 cells to LIPUS (30 mW/cm^2^ for 20 min), significant elevation of the mRNA level of *Bglap* was observed in the LIPUS-treated cells.

In the present study, many of the 38 and 37 genes that were upregulated or downregulated by 1.5-fold or more, respectively, were identified in the cells after LIPUS treatment. Seventeen genes were validated by real-time quantitative PCR assay, which was consistent with the microarray data. Of these 75 genes, *Mmp13* and *Dmp1* are indicated to be related to LIPUS [27,37,42,43]. The expression level of *Mmp13* was reported to be affected by LIPUS; LIPUS (30 mW/cm^2^ for 20 min per day) significantly increased the expression of *Mmp13* mRNA in MC3T3-E1 cell culture at day 10 [27] and in nucleus pulposus HNPSV-1 cell culture at day 3 [37], whereas LIPUS (7.5, 30 and 120 mW/cm^2^) significantly and dose-dependently inhibited *Mmp13* expression in isolated rat chondrocytes [42]. Recent findings demonstrated no statistically significant difference between the control and LIPUS (30 mW/cm^2^)-treated groups in the expression of *Dmp1* on a human tooth slice organ culture [43]. To the best of our knowledge, 73 genes out of 75 genes were not previously reported as related to the LIPUS response.

In addition, to study the molecular functions and gene networks, the microarray data were analyzed using Ingenuity*^®^* Pathway Analysis tools. Of particular interest in this study was the identification of gene network U, which contained many upregulated genes that were principally associated with bone morphology. Six of the genes in this network, *Dmp1* [44], *Fbn1* [45], *Igf2* [46], *Lum* [47], *Mmp13* [48] and *Thbs1* [49], have previously been shown to be involved in bone morphology. In addition, a number of genes in the gene network U, including *Cd200*, *Dmp1*, *Igf2* and *Nr4a1*, have been shown to be expressed in osteoblasts [50] and to participate in the development and/or differentiation of osteoblasts. For example, the Cd200-Cd200 receptor axis was shown to be a possible regulator of bone mass, via the formation of osteoclasts in this study using Cd200-knockout mice [51]. A significant increase in the expression of *Dmp1*, an intermediate and late marker of bone cell differentiation, was detected in fully differentiated osteoblasts [50], and the addition of Dmp1 protein to osteoblast cells markedly induced cell differentiation [52]. We also identified gene network D, which included many downregulated genes. Interestingly, this network contained the Id genes (other designation: inhibitor of differentiation), *Id1*, *Id2* and *Id3*, all of which belong to the helix-loop-helix (HLH) transcription factors and can form heterodimers among the basic HLH transcription factors [53]. All Id family members are reported to decrease the differentiation of bone cells, including osteoblasts [53,54]. The genes that were differentially expressed and/or belonged to gene networks are likely to be involved in the acceleration of fracture healing by LIPUS. However, further experiments will be needed to confirm this.

There are two research papers investigating the effects of LIPUS on gene expression in osteoblastic cells using global-scale microarray analysis. Leskinen *et al.* [28] indicated that 377 genes were regulated two-fold by a single LIPUS (1.035 MHz; mean acoustic peak pressure, 128–510 kPa; for 30 min) in human osteoblastic osteosarcoma MG-63 cells. They also suggested that LIPUS affects the genes involved with the cellular membrane and regulation of transcription, but not with osteoblast differentiation [28]. Lu *et al.* [29] identified 165 genes whose expressions were changed more than two-fold in human osteoblastic osteosarcoma SaOS-2 cells treated with a single LIPUS (30 mW/cm^2^ for 20 min). These genes belonged to more than ten protein families, including integrins and cytoskeleton genes, the transforming growth factor-beta family and the insulin-like growth factor family [29]. Moreover, Kobayashi *et al.* [37] previously showed using cDNA microarrays that LIPUS (30 mW/cm^2^ for 20 min) once daily for three days significantly induced 114 genes that were differentially expressed, and these genes included growth factor-related proteins, proteoglycans, collagens and matrix metallopeptidases. We identified 193 genes that were downregulated more than 1.5-fold and 201 genes that were upregulated more than 1.5-fold using a GeneChip microarray system in human lymphoma U937 cells treated with a single LIPUS (300 mW/cm^2^ for 1 min) [39]. Here, a total of 75 genes were differentially expressed in preosteoblast MC3T3-E1 cells at 24 h after LIPUS (30 mW/cm^2^ for 20 min) exposure. However, almost all of the genes that were differentially expressed and identified here were not reported in these four microarray studies [28,29,37,39]. As in the case of the biological effects of LIPUS, this discrepancy may have been due to the different experimental conditions, particularly with respect to the cell origin. Elucidation of the detailed mechanisms underlying the changes in gene expression responsive to LIPUS remains for further investigations.

## 4. Experimental Section

### 4.1. Cell Culture

The mouse preosteoblast cell line, MC3T3-E1, was provided by the: RIKEN BioResource Center (RIKEN BRC) through the National Bio-Resource Project of the Ministry of Education, Culture, Sports, Science and Technology of Japan (MEXT; Tsukuba, Japan). The cells were routinely cultured in minimum essential medium with alpha modification (MEMα; Wako Pure Chemical Industries, Ltd., Osaka, Japan) supplemented with 10% fetal bovine serum (FBS; Equitech-Bio, Inc., Kerrville, TX, USA) at 37 °C in humidified air with 5% CO_2_.

### 4.2. LIPUS Treatment

LIPUS treatment was applied by a sonic accelerated fracture-healing system (SAFHS) apparatus (SAFHS 4000J; Teijin Pharma, Ltd., Tokyo, Japan). This apparatus is the same as Exogen’s SAFHS apparatus (Exogen Inc., Piscataway, NJ, USA). The signal had a spatial average-temporal average (SATA) intensity of 30 mW/cm^2^, with a frequency of 1.5 MHz in a pulsed-wave mode (0.2-s burst sine waves repeated at 1.0 kHz).

The cells were cultivated in MEMα supplemented with 10% FBS, 0.3 mM L-ascorbic acid (Wako Pure Chemical Industries, Ltd., Osaka, Japan) and 10 mM β-glycerophosphate (Calbiochem, La Jolla, CA, USA) at 37 °C for 14 days. After trypsinization with 0.25% trypsin-0.91 mM EDTA solution, the cells (5 × 10^5^ cells) were seeded on a 35-mm plastic culture dish (ASAHI GLASS Co., Ltd., Tokyo, Japan) with 2 mL of culture medium and cultured at 37 °C for 24 h. It has been demonstrated that LIPUS is applied to cells from the upper [26,38] or lower side [25,27–29,31,33,35–37,39] of the culture dish. As demonstrated in Figure 8, LIPUS was transmitted through the bottom of the culture dish with standard US coupling gel (Teijin Pharma, Ltd., Tokyo, Japan). Attached cells in the dish were sonicated for 20 min at 37 °C in a CO_2_ incubator. After sonication, the cells were incubated at 37 °C in a CO_2_ incubator for the indicated period before the experiments.

### 4.3. Measurement of Cell Number

The cells were exposed to LIPUS followed by 0, 6, 24 and 48 h culture at 37 °C, were washed once with Ca^2+^/Mg^2+^-free phosphate buffered saline (PBS) and, then, treated with 0.25% trypsin-0.91 mM EDTA solution. The number of detached cells was counted using a Burker Turk hemocytometer.

### 4.4. Measurement of ALP Activity

The cells were exposed to LIPUS followed by 0, 6, 24 and 48 h culture at 37 °C, were washed once with Ca^2+^/Mg^2+^-free PBS and scraped using a plastic policeman. Cellular material was placed into 50 mM Tris-HCl buffer (pH 7.2) containing 0.01% Triton X-100 and homogenated by an ultrasonic disruptor (UD-200, TOMY SEIKO Co., Tokyo, Japan). The protein concentration was measured using a BCA Protein Assay Kit (Pierce; Rockford, IL, USA). ALP activity of the cell homogenate was measured by using a protocol supplied by Sigma (Sigma-Aldrich, Co., St. Louis, MO, USA).

### 4.5. RNA Isolation

The cells were exposed to LIPUS followed by 6 and 24 h culture at 37 °C. Total RNA was extracted from cells using an RNeasy Total RNA Extraction Kit (Qiagen K.K., Tokyo, Japan) along with on-column DNase I treatment (RNase-free DNase kit, Qiagen K.K., Tokyo, Japan). RNA quality was analyzed using a Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA). RNA samples that had RNA integrity number (RIN) values above 9.5 were considered acceptable.

### 4.6. High-Density Oligonucleotide Microarray and Computational Gene Expression Analyses

Gene expression was analyzed using a GeneChip^®^ system with a Mouse Genome 430 2.0 array (Affymetrix, Inc., Santa Clara, CA, USA) spotted with 45,101 probe sets. Samples for array hybridization were prepared as described in the Affymetrix GeneChip^®^ Expression Technical Manual. In short, 500 ng of total RNA were used to synthesize cRNA with a GeneChip^®^ 3′ IVT Express Kit (Affymetrix, Inc., Santa Clara, CA, USA). After fragmentation, biotin-labeled cRNA was hybridized to the array at 45 °C for 16 h. The arrays were washed, stained with streptavidin-phycoerythrin and scanned using a probe array scanner. The obtained hybridization intensity data were further analyzed using GeneSpring^®^ GX (Agilent Technologies, Inc., Santa Clara, CA, USA) to extract the significant genes. To examine gene ontology, including biological processes, cellular components, molecular functions and gene networks, the obtained data were analyzed using Ingenuity^®^ Pathway Analysis tools (Ingenuity Systems, Inc., Mountain View, CA, USA), a web-delivered application that enables the identification, visualization and exploration of molecular interaction networks in gene expression data [39–41].

### 4.7. Real-Time Quantitative PCR Assay

Complementary DNA was produced from total RNA using an ExScript RT Reagent Kit (Takara Bio Inc., Shiga, Japan) with a random 6 mers and an oligo dT primer. Real-time quantitative PCR was performed on an Mx3005P real-time PCR system (Agilent Technologies, Inc., Santa Clara, CA, USA) using SYBR^®^ PreMix ExTaq (Takara Bio Inc., Shiga, Japan). The specific primer and probe sequences are listed in Table S3. The temperature cycling conditions for each primer consisted of 10 s at 95 °C followed by 40 cycles of 15 s at 95 °C and 40 s at 60 °C. The dissociation analysis was carried out over a range from 55 °C to 95 °C by monitoring SYBR green fluorescence, and PCR-specific products were determined as a single peak in the melting curves at more than 80 °C. In addition, the specificity of primers was confirmed as a single band with the correctly amplified fragment size through an agarose gel electrophoresis of the PCR products. Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was used as an internal control.

### 4.8. Statistical Analysis

Results were expressed as the means ± standard deviation (SD). Differences in the means were analyzed using the Student’s *t*-test, and *p* values < 0.05 were regarded as statistically significant.

## 5. Conclusions

In conclusion, we discovered a number of differentially expressed genes in MC3T3-E1 preosteoblast cells treated with LIPUS. These results should help to further clarify the molecular basis of the mechanisms of the LIPUS response in osteoblast cells.

## Supplementary Information

## Figures and Tables

**Figure 1:**
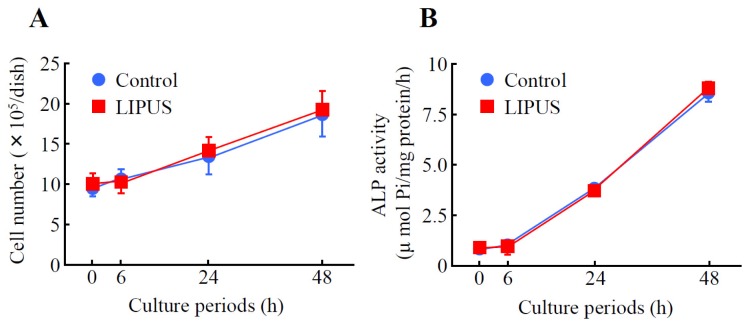
The effects of low-intensity pulsed ultrasound (LIPUS) on cell growth and Alkaline Phosphatase (ALP) activity in preosteoblast MC3T3-E1 cells. Cells were exposed to LIPUS at 30 mW/cm^2^ for 20 min followed by 0, 6, 24, and 48 h culture at 37 °C. The cell number (**A**) and ALP activity (**B**) were measured. Mock-treated cells served as a control. Data indicate the means ± SD for four different experiments.

**Figure 2:**
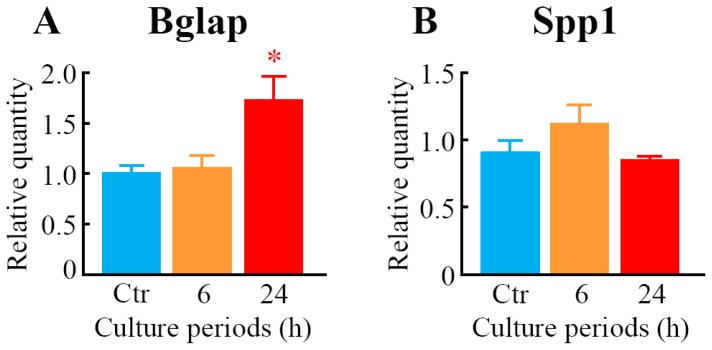
The effects of LIPUS on expression levels of mRNAs for osteoblast differentiation marker proteins. Cells were exposed to LIPUS at 30 mW/cm^2^ for 20 min followed by 6- and 24-h culture at 37 °C. Real-time quantitative PCR was carried out with specific primers for *Bglap* (**A**) and *Spp1* (**B**). Mock-treated cells served as a control (Ctr). Data indicate the means ± SD for four different experiments. * *p* < 0.05 *vs.* Ctr by the Student’s *t*-test.

**Figure 3:**
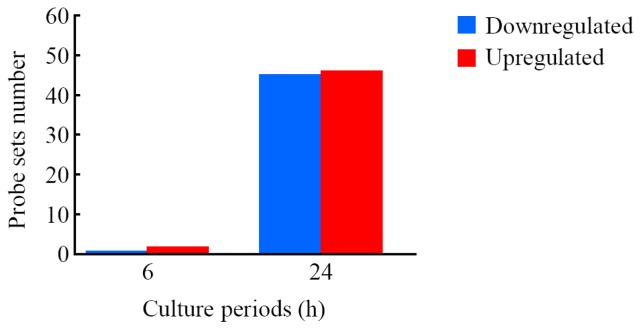
Number of probe sets that were differentially expressed in cells treated with LIPUS. Cells were exposed to LIPUS (30 mW/cm^2^, for 20 min), followed by culturing at 37 °C for six- and 24-h. Gene expression analysis of the probe sets that were upregulated and downregulated by a factor of 1.5 or greater was conducted using GeneSpring^®^ software. The number of commonly expressed probe sets affected by LIPUS from three different experiments is shown.

**Figure 4:**
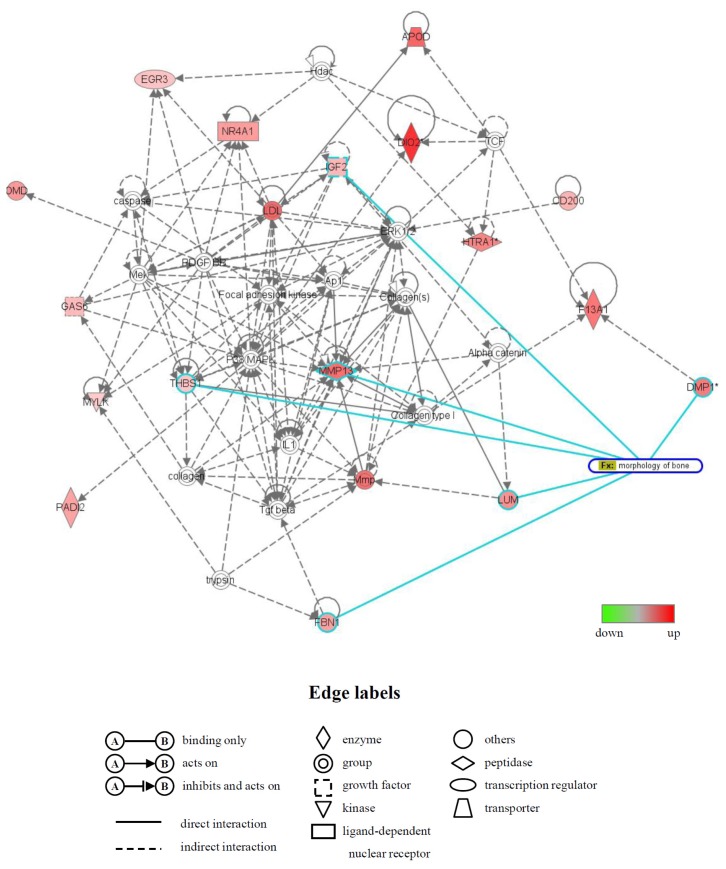
A network of genes that were upregulated in the LIPUS-treated cells. Upregulated genes were analyzed by Ingenuity^®^ Pathways Analysis tools. The gene network UP is shown. In the graphical representation of the networks, nodes refer to genes and edges refer to the biological relationships between nodes. The node color demonstrates the expression level of genes. Nodes and edges are displayed in various shapes and labels reflecting the functional class of each gene and the nature of the relationships involved, respectively. Genes that were mainly associated with bone morphology are highlighted in blue.

**Figure 5:**
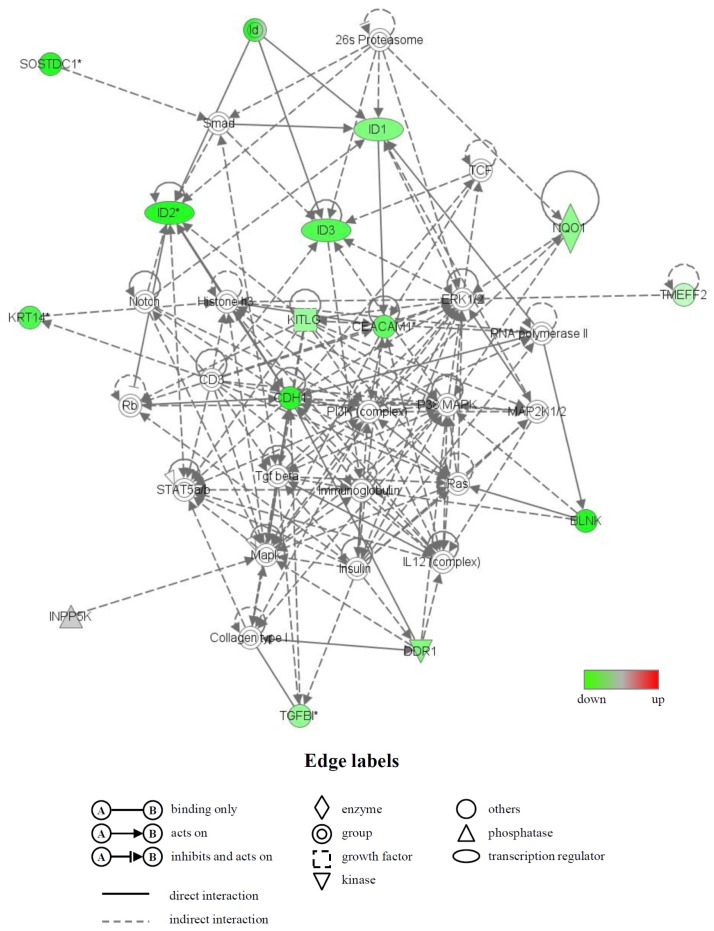
A gene network of genes that were downregulated in the LIPUS-treated cells. Downregulated genes were analyzed by Ingenuity^®^ Pathways Analysis tools. The gene network DOWN is shown. For an explanation of the symbols and letters, see Figure 4.

**Figure 6:**
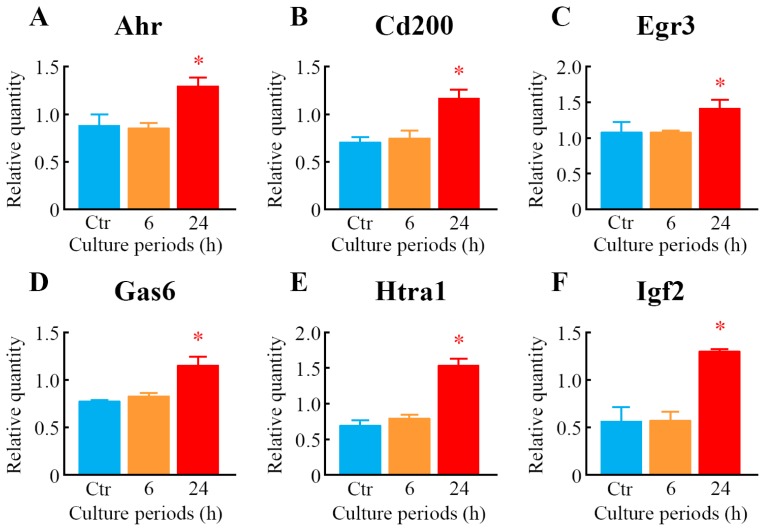

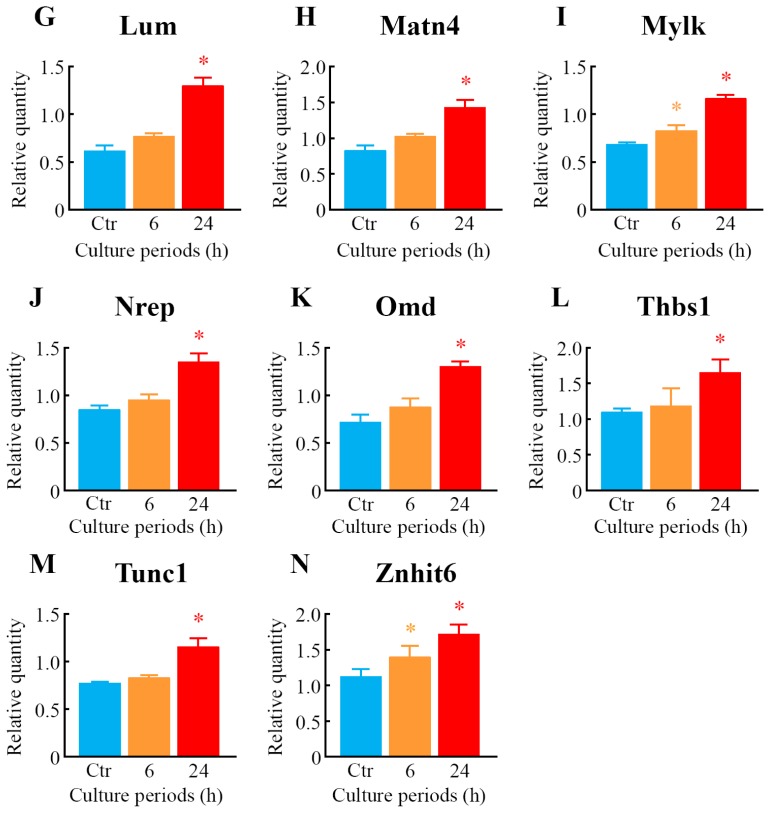
Verification of upregulated genes as judged by microarray analysis using real-time quantitative PCR. After treatment of the cells with LIPUS at 30 mW/cm^2^ for 20 min, the cells were cultured for 6- and 24-h at 37 °C. Real-time quantitative PCR was carried out with specific primers for *Ahr* (**A**); *Cd200* (**B**); *Egr3* (**C**); *Gas6* (**D**); *Htra1* (**E**); *Igf2* (**F**); *Lum* (**G**); *Matn4* (**H**); *Mylk* (**I**); *Nrep* (**J**); *Omd* (**K**); *Thbs1* (**L**); *Tunc1* (**M**) and *Znhit6* (**N**). Mock-treated cells served as a control (Ctr). Data indicate the means ± SD for four different experiments. * *p* < 0.05 *vs.* Ctr by Student’s *t*-test.

**Figure 7:**
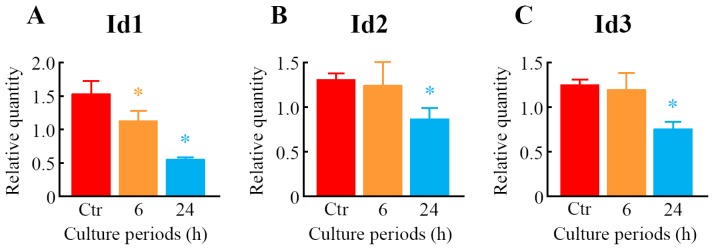
Verification of downregulated genes as judged by microarray analysis using real-time quantitative PCR. After treatment of the cells with LIPUS at 30 mW/cm^2^ for 20 min, the cells were cultured for 6- and 24-h at 37 °C. Real-time quantitative PCR was carried out with specific primers for *Id1* (**A**); *Id2* (**B**) and *Id3* (**C**). Mock-treated cells served as a control (Ctr). Data indicate the means ± SD for four different experiments. * *p* < 0.05 *vs.* Ctr by Student’s *t*-test.

**Figure 8:**
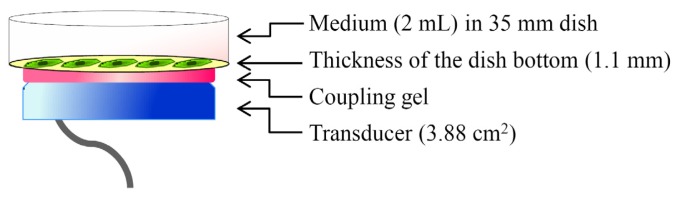
Illustration of the LIPUS apparatus.

**Table 1:** List of upregulated probe sets.

Probe set ID	Gene symbol	6 h		24 h		Gene title

		Mean	SD	Mean	SD	
1417399_at	*Gas6*	1.04	0.13	1.53	0.05 *	growth arrest specific 6
1454214_a_at	*Znhit6*	1.11	0.02 *	1.55	0.10 *	zinc finger, HIT type 6
1423854_a_at	*Rasl11b*	1.16	0.12	1.58	0.10 *	RAS-like, family 11, member B
1425505_at	*Mylk*	0.95	0.04 *	1.58	0.05 *	myosin, light polypeptide kinase
1455040_s_at	*Nhsl2*	0.90	0.21	1.59	0.13 *	NHS-like 2
1456295_at	*B230114P17Rik*	1.24	0.10	1.63	0.06 *	RIKEN cDNA B230114P17 gene
1417937_at	*Dact1*	1.01	0.08	1.67	0.11 *	dapper homolog 1, antagonist of beta-catenin (*Xenopus*)
1421811_at	*Thbs1*	1.11	0.12	1.68	0.26 *	thrombospondin 1
1426208_x_at	*Plagl1*	1.74	0.06	1.71	0.02 *	pleomorphic adenoma gene-like 1
1448171_at	*Siah2*	1.01	0.76	1.71	0.18 *	seven in absentia 2
1448788_at	*Cd200*	1.24	0.08	1.72	0.11 *	CD200 antigen
1433454_at	*Abtb2*	1.29	0.12	1.73	0.12 *	ankyrin repeat and BTB (POZ) domain containing 2
1441368_at	-	1.07	0.05	1.74	0.10 *	-
1442157_at	-	1.14	0.06 *	1.74	0.16 *	-
1416225_at	*Adh1*	1.20	0.20	1.75	0.25 *	alcohol dehydrogenase 1 (class I)
1416505_at	*Nr4a1*	1.12	0.07	1.76	0.03 *	nuclear receptor subfamily 4, group A, member 1
1418464_at	*Matn4*	1.08	0.05	1.76	0.19 *	matrilin 4
1422631_at	*Ahr*	0.98	0.04	1.76	0.09 *	aryl-hydrocarbon receptor
1423261_at	*1500015O10Rik*	1.00	0.15	1.78	0.27 *	RIKEN cDNA 1500015O10 gene
1423607_at	*Lum*	0.97	0.03	1.79	0.22 *	lumican
1450839_at	*D0H4S114*	1.07	0.06	1.80	0.17 *	DNA segment, human D4S114
1436329_at	*Egr3*	1.02	0.12	1.81	0.23 *	early growth response 3
1438870_at	*Fbn1*	1.11	0.11	1.82	0.30 *	fibrillin 1
1447927_at	*Gbp10*	1.12	0.38	1.82	0.13 *	guanylate-binding protein 10
1418252_at	*Padi2*	1.08	0.15	1.86	0.23 *	peptidyl arginine deiminase, type II
1418745_at	*Omd*	1.05	0.05	1.87	0.18 *	osteomodulin
1438251_x_at	*Htra1*	0.89	0.04	2.02	0.16 *	HtrA serine peptidase 1
1448152_at	*Igf2*	0.95	0.08	2.04	0.69	insulin-like growth factor 2
1416749_at	*Htra1*	1.00	0.14	2.06	0.06 *	HtrA serine peptidase 1
1420448_at	*Rhox2a*	1.20	0.41	2.08	0.66	reproductive homeobox 2A
1427149_at	*Plekha6*	0.87	0.33	2.10	0.77	pleckstrin homology domain containing, family A member 6
1460049_s_at	*1500015O10Rik*	1.05	0.10	2.12	0.17 *	RIKEN cDNA 1500015O10 gene
1427053_at	*Abi3bp*	1.16	0.23	2.19	0.84	ABI gene family, member 3 (NESH) binding protein
1416371_at	*Apod*	1.00	0.04	2.26	0.31 *	apolipoprotein D
1443746_x_at	*Dmp1*	1.10	0.16	2.29	0.19 *	dentin matrix protein 1
1426081_a_at	*Dio2*	1.03	0.17	2.38	0.55 *	deiodinase, iodothyronine, type II
1427054_s_at	*Abi3bp*	1.01	0.11	2.38	0.32 *	ABI gene family, member 3 (NESH) binding protein
1436996_x_at	*Lyz1*	0.86	0.51	2.41	0.76	lysozyme 1
1448929_at	*F13a1*	1.56	0.18	2.42	0.16 *	coagulation factor XIII, A1 subunit
1443745_s_at	*Dmp1*	1.11	0.08	2.44	0.35 *	dentin matrix protein 1
1426139_a_at	*Ccrl1*	1.09	0.04	2.47	0.94 *	chemokine (C-C motif) receptor-like 1
1417256_at	*Mmp13*	0.83	0.13	2.65	0.46 *	matrix metallopeptidase 13
1448326_a_at	*Crabp1*	1.18	0.08	2.68	0.50 *	cellular retinoic acid binding protein I
1418370_at	*Tnnc1*	0.92	0.09	2.82	0.08 *	troponin C, cardiac/slow skeletal
1418937_at	*Dio2*	0.97	0.04	3.05	0.36 *	deiodinase, iodothyronine, type II
1427338_at	*Crocc*	2.48	1.53	2.26	1.41	ciliary rootlet coiled-coil, rootletin

The data are expressed as the means ± standard deviation (SD) (*N* = 3).

* *p* < 0.05 (Student’s *t-*test).

**Table 2:** List of downregulated probe sets.

Probe set ID	Gene symbol	6 h		24 h		Gene title

		Mean	SD	Mean	SD	
1451780_at	*Blnk*	0.96	0.22	0.37	0.08 *	B-cell linker
1422537_a_at	*Id2*	1.05	0.29	0.40	0.04 *	inhibitor of DNA binding 2
1423935_x_at	*Krt14*	0.96	0.06	0.43	0.01 *	keratin 14
1425538_x_at	*Ceacam1*	1.05	0.39	0.45	0.07 *	carcinoembryonic antigen-related cell adhesion molecule 1
1425789_s_at	*Anxa8*	0.89	0.01 *	0.46	0.04 *	annexin A8
1448261_at	*Cdh1*	0.86	0.08	0.46	0.05 *	cadherin 1
1460347_at	*Krt14*	0.97	0.07	0.46	0.06 *	keratin 14
1435176_a_at	*Id2*	0.91	0.17	0.47	0.11 *	inhibitor of DNA binding 2
1460684_at	*Tm7sf2*	1.00	0.09	0.47	0.08 *	transmembrane 7 superfamily member 2
1416630_at	*Id3*	0.94	0.04	0.48	0.07 *	inhibitor of DNA binding 3
1418595_at	*Plin4*	1.12	0.51	0.50	0.16 *	perilipin 4
1460250_at	*Sostdc1*	1.02	0.05	0.50	0.08 *	sclerostin domain containing 1
1425895_a_at	*Id1*	0.98	0.13	0.51	0.16 *	inhibitor of DNA binding 1
1439382_x_at	*Ddr1*	0.96	0.20	0.51	0.21	discoidin domain receptor family, member 1
1428738_a_at	*D14Ertd449e*	1.00	0.28	0.52	0.09 *	DNA segment, Chr 14, ERATO Doi 449, expressed
1436520_at	*Ahnak2*	1.05	0.20	0.52	0.08 *	AHNAK nucleoprotein 2
1452656_at	*Zdhhc2*	0.98	0.24	0.53	0.12 *	zinc finger, DHHC domain containing 2
1424162_at	*Trim29*	0.80	0.34	0.54	0.16 *	tripartite motif-containing 29
1434046_at	*AA467197*	0.92	0.01 *	0.54	0.05 *	expressed sequence AA467197
1417732_at	*Anxa8*	0.90	0.08	0.55	0.06 *	annexin A8
1438152_at	-	1.35	0.57	0.55	0.13 *	-
1449060_at	*Kif2c*	0.82	0.08	0.55	0.10 *	kinesin family member 2C
1454702_at	*4930503L19Rik*	0.87	0.05 *	0.55	0.03 *	RIKEN cDNA 4930503L19 gene
1426152_a_at	*Kitl*	1.01	0.02	0.56	0.09 *	kit ligand
1458236_at	*-*	1.06	0.05	0.56	0.05 *	-
1415871_at	*Tgfbi*	0.90	0.06	0.57	0.04 *	transforming growth factor, beta induced
1427357_at	*Cda*	0.94	0.13	0.57	0.05 *	cytidine deaminase
1449340_at	*Sostdc1*	0.97	0.07	0.57	0.08 *	sclerostin domain containing 1
1419489_at	*Fam19a5*	0.96	0.06	0.58	0.03 *	family with sequence similarity 19, member A5
1422123_s_at	*Ceacam1*	0.87	0.26	0.58	0.06 *	carcinoembryonic antigen-related cell adhesion molecule 1
1456412_a_at	*Inpp5k*	0.71	0.21	0.58	0.04 *	inositol polyphosphate 5-phosphatase K
1432202_a_at	*Poc1a*	0.78	0.14	0.58	0.08 *	POC1 centriolar protein homolog A (Chlamydomonas)
1458385_at	*Hspa4l*	0.95	0.06	0.58	0.04 *	heat shock protein 4 like
1419073_at	*Tmeff2*	0.98	0.17	0.59	0.07 *	transmembrane protein with EGF-like and two follistatin-like domains 2
1440924_at	*Kif20b*	0.99	0.06	0.61	0.02 *	kinesin family member 20B
1417751_at	*Stk10*	0.95	0.16	0.62	0.03 *	serine/threonine kinase 10
1423627_at	*Nqo1*	1.02	0.02	0.62	0.05 *	NAD(P)H dehydrogenase, quinone 1
1452654_at	*Zdhhc2*	0.98	0.12	0.62	0.06 *	zinc finger, DHHC domain containing 2
1430193_at	*Casc5*	0.85	0.10	0.62	0.03 *	cancer susceptibility candidate 5
1430617_at	*Oip5*	0.92	0.12	0.62	0.04 *	Opa interacting protein 5
1417823_at	*Gcat*	0.86	0.14	0.63	0.03 *	glycine C-acetyltransferase (2-amino-3-ketobutyrate-coenzyme A ligase)
1423569_at	*Gatm*	1.08	0.04	0.64	0.02 *	glycine amidinotransferase (l-arginine: glycine amidinotransferase)
1456250_x_at	*Tgfbi*	0.94	0.03	0.64	0.02 *	transforming growth factor, beta induced
1435554_at	*Tmcc3*	0.93	0.08	0.64	0.02 *	transmembrane and coiled coil domains 3
1452968_at	*Cthrc1*	0.99	0.02	0.64	0.02 *	collagen triple helix repeat containing 1
1436654_at	*Gen1*	1.00	0.13	0.65	0.01 *	Gen homolog 1, endonuclease (Drosophila)
1456569_x_at	*Gsn*	0.58	0.08*	5.62	8.87	gelsolin
1436622_at	*Iqsec2*	0.62	0.01*	0.98	0.21	IQ motif and Sec7 domain 2

The data are expressed as the means ± standard deviation (SD) (*N* = 3).

* *p* < 0.05 (Student’s *t*-test).

# Supplementary material for: Genes Responsive to Low-Intensity Pulsed Ultrasound in MC3T3-E1 Preosteoblast Cells
**Source:** Int J Mol Sci. 2013 Nov 18;14(11):22721–40. doi: 10.3390/ijms141122721

## Supplementary Information

**Table S1.** Functionally annotated genes and top five biological functions in upregulated probe sets.

| Name                                                  | <i>p</i> -value   | Genes (number of genes)                                                                                                                                                                                          |
|-------------------------------------------------------|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| All functionally annotated genes                      |                   | <i>ADH1C, AHR, APOD, C2orf40, CCRL1, CD200, CRABP1, DACT1, DIO2, DMP1, EGR3, F13A1, FBN1, GAS6, HTRA1, IGF2, LUM, Lyz1/Lyz2, MMP13, MYLK, NR4A1, NREP, OMD, PADI2, PLAGL1, PLEKHA6, SIAH2, THBS1, TNNC1</i> (29) |
| Skeletal and muscular system development and function | 5.26E-07-1.80E-02 | <i>AHR, APOD, CD200, DACT1, DMP1, EGR3, FBN1, GAS6, IGF2, LUM, MMP13, MYLK, NR4A1, PLAGL1, THBS1, TNNC1</i> (16)                                                                                                 |
| Cellular movement                                     | 5.30E-06-1.80E-02 | <i>AHR, CCRL1, CD200, DMP1, F13A1, FBN1, GAS6, HTRA1, IGF2, LUM, Lyz1/Lyz2, MMP13, MYLK, NR4A1, NREP, SIAH2, THBS1</i> (17)                                                                                      |
| Connective tissue development and function            | 3.08E-05-1.80E-02 | <i>AHR, DACT1, DMP1, FBN1, GAS6, IGF2, LUM, MMP13, NR4A1, PLAGL1, SIAH2, THBS1</i> (12)                                                                                                                          |
| Embryonic development                                 | 3.08E-05-1.80E-02 | <i>AHR, DACT1, DIO2, DMP1, EGR3, FBN1, GAS6, IGF2, LUM, MMP13, MYLK, NR4A1, PLAGL1, THBS1</i> (14)                                                                                                               |
| Organ development                                     | 3.08E-05-1.80E-02 | <i>AHR, DACT1, DIO2, DMP1, EGR3, FBN1, GAS6, IGF2, LUM, MMP13, MYLK, PLAGL1, THBS1</i> (13)                                                                                                                      |

**Table S2.** Functionally annotated genes and top five biological functions in downregulated probe sets.

| Name                                       | <i>p</i> -value   | Genes (number of genes)                                                                                                                                                                                   |
|--------------------------------------------|-------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| All functionally annotated genes           |                   | <i>ANXA8L2, BLNK, C15orf48, CDA, CDH1, CEACAM1, CTHRC1, DDR1, GATM, GCAT, GPAA1, HSPA4L, ID1, ID2, ID3, INPP5K, KIF20B, KIF2C, KITLG, KRT14, NQO1, SOSTDC1, TGFBI, TMCC3, TMEFF2, TRIM29, ZDHHC2</i> (27) |
| Gene expression                            | 1.43E-08-8.01E-03 | <i>ID1, ID2, ID3, KITLG</i> (4)                                                                                                                                                                           |
| Cell cycle                                 | 7.95E-07-1.99E-02 | <i>BLNK, CDH1, CEACAM1, ID1, ID2, ID3, KIF20B, KIF2C, KITLG, KRT14</i> (10)                                                                                                                               |
| Connective tissue development and function | 7.95E-07-1.74E-02 | <i>CDH1, CEACAM1, ID1, ID2, ID3, KITLG, NQO1</i> (7)                                                                                                                                                      |

**Table S2. Cont.**

| Name                              | p-value           | Genes (number of genes)                                                                                                           |
|-----------------------------------|-------------------|-----------------------------------------------------------------------------------------------------------------------------------|
| Cellular development              | 1.19E-06-2.20E-02 | <i>BLNK, CDH1, CEACAM1, CTHRC1, DDR1, GCAT, ID1, ID2, ID3, INPP5K, KITLG, KRT14, NQO1, SOSTDC1, TGFBI, TMEFF2 (16)</i>            |
| Cellular growth and proliferation | 1.19E-06-2.20E-02 | <i>BLNK, CDA, CDH1, CEACAM1, CTHRC1, DDR1, GCAT, ID1, ID2, ID3, INPP5K, KIF20B, KIF2C, KITLG, KRT14, NQO1, TGFBI, TMEFF2 (18)</i> |

**Table S3.** Nucleotide sequences of primers and a probe for target genes.

| Genes        | Orientation | Nucleotide sequence (5' to 3')      | GenBank accession No. |
|--------------|-------------|-------------------------------------|-----------------------|
| <i>Ahr</i>   | Sense       | gtcacagcagatgccttggt                | NM_013464             |
|              | Antisense   | ccttggtcagagtctggggt                |                       |
| <i>Bglap</i> | Sense       | ctctgacctcacagatgcca                | NM_007541             |
|              | Antisense   | ttttaggcgggtcttcaagc                |                       |
| <i>Cd200</i> | Sense       | aaaggcgctgcacacaactg                | NM_010818             |
|              | Antisense   | gttttctgggctcacggcttc               |                       |
| <i>Egr3</i>  | Sense       | atgggctccattccggaaca                | NM_018781             |
|              | Antisense   | aatcccggtggatctgctt                 |                       |
| <i>GAPDH</i> | Sense       | tcggtgtgaacggatttggc                | NM_008084             |
|              | Antisense   | gtgccgttgatttgccgtg                 |                       |
| <i>Gas6</i>  | Sense       | tcctggcagttgaggatg                  | NM_019521             |
|              | Antisense   | gccatccacttctagggt                  |                       |
| <i>Htra1</i> | Sense       | tgacagagtcccacgatcgaca              | NM_019564             |
|              | Antisense   | ccacagactgtccgttgatgct              |                       |
| <i>Id1</i>   | Sense       | gaacgtctgtctacgaca                  | NM_010495             |
|              | Antisense   | ccgacttcagactccgagtt                |                       |
| <i>Id2</i>   | Sense       | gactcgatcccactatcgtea               | NM_010496             |
|              | Antisense   | caggatgctgatgtccgtgttc              |                       |
| <i>Id3</i>   | Sense       | cctcttgagacatgaaccac                | NM_008321             |
|              | Antisense   | gtggcaaaagctcctctgtcc               |                       |
| <i>Igf2</i>  | Sense       | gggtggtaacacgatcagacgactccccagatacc | NM_010514             |
|              | Antisense   |                                     |                       |
| <i>Lum</i>   | Sense       | cacagctaccaactgccatgt               | NM_008524             |
|              | Antisense   | cactgcaggtctgtgacgttct              |                       |
| <i>Matn4</i> | Sense       | gccaaagagggaaggcatcgta              | NM_013592             |
|              | Antisense   | ccggagaataggacacgtgcaa              |                       |
| <i>Mylk</i>  | Sense       | ccatccgtgatctggaagtcgt              | NM_139300             |
|              | Antisense   | cagttgccgtcttcgtcgtagt              |                       |
| <i>Nrep</i>  | Sense       | gtcagccaagaaccgtttg                 | NM_053078             |
|              | Antisense   | actggtagctggagaggtga                |                       |
| <i>Omd</i>   | Sense       | gtgagcagaggagtactaacgg              | NM_012050             |
|              | Antisense   | cctgactgtcatggtcgtct                |                       |

Table S3. Cont.

| Genes         | Orientation | Nucleotide sequence (5' to 3')                                    | GenBank accession No. |
|---------------|-------------|-------------------------------------------------------------------|-----------------------|
| <i>Spp1</i>   | Sense       | ggacctcacctctcacatgaaga                                           | NM_009263             |
|               | Antisense   | agacttgggtcatccagctgact                                           |                       |
|               | Probe       | FAM <sup>TM</sup> -cagcttctgagcatgccctctgatca-TAMRA <sup>TM</sup> |                       |
| <i>Thbs1</i>  | Sense       | acaggtgtgcaaaccgcgaac                                             | NM_011580             |
|               | Antisense   | tgatgccattgcctgcatagcc                                            |                       |
| <i>Tnnc1</i>  | Sense       | gttcggtgcatgaaggacgaca                                            | NM_009393             |
|               | Antisense   | tggcctgcagcatcatcttcag                                            |                       |
| <i>Znhit6</i> | Sense       | agtcacagactgggggtccaa                                             | NM_001081094          |
|               | Antisense   | cctctcaacaccacgtgcaa                                              |                       |

**Figure S1.** Venn diagram of probe sets that were differentially expressed. Cells were exposed to LIPUS (30 mW/cm<sup>2</sup>, for 20 min), followed by culturing at 37 °C for six (A and B) and 12 h (C and D). Gene expression analysis of the probe sets that were upregulated (A and C) and downregulated (B and D) by a factor of 1.5 or greater was conducted using GeneSpring® software. The diagram shows the number of specifically and commonly expressed probe sets affected by LIPUS. The experiments were repeated three times.

### 6 h A Upregulated

Exp. 1 (232)      Exp. 2 (258)

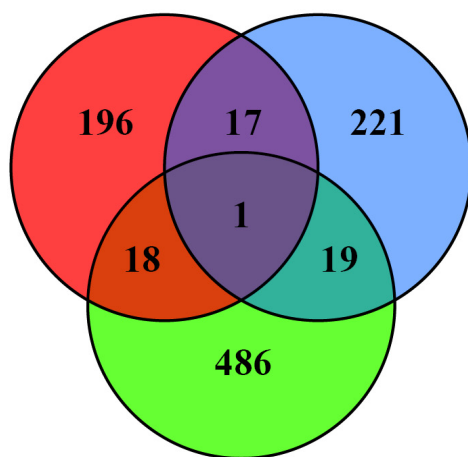

Exp. 3 (524)

### B Downregulated

Exp. 1 (286)      Exp. 2 (400)

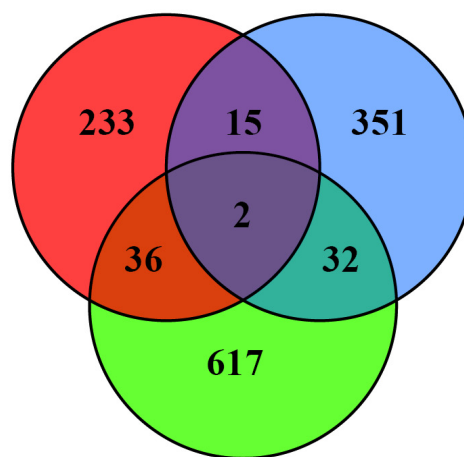

Exp. 3 (687)

Figure S1. Cont.

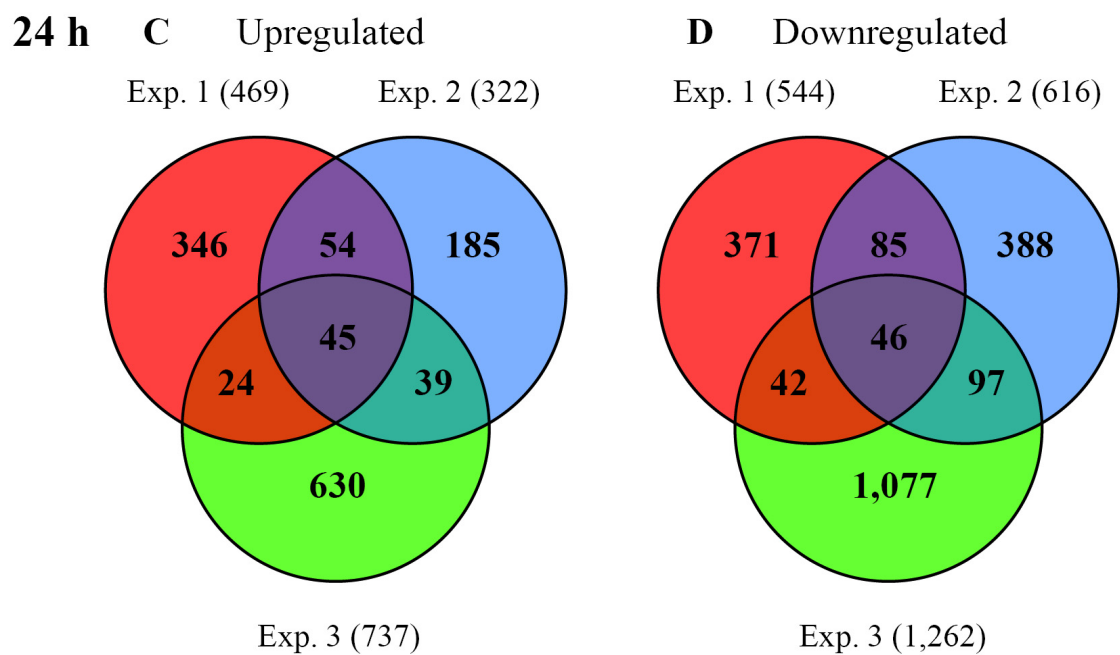

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

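Transcript levels were measured in MC3T3-E1 cells with whole-genome mouse arrays, on 3 arrays each of mock-treated control cells, cells at 6 h after LIPUS and cells at 24 h after LIPUS. The authors hybridized the arrays with cRNA made from 500 ng of total RNA. The log2 values used here were deposited as signals that the authors had made with the RMA method, according to the labels, and the labels give neither its version nor its settings. The distribution of values differed between experiments. It was nearly the same on the arrays of experiment 2, with a median of 5.15 on each. It varied somewhat within experiments 1 and 3, with medians of 4.90 to 4.93 and of 4.97 to 5.01. Values tied at one level made up at most 1.34% of an array. The arrays of experiment 1 held 40777 to 40997 distinct values. Those of experiment 2 held only 15390 to 16150 and those of experiment 3 only 13410 to 20100, so many probe sets there share a value. Ratios of exactly 1 occur there, as at 24 h for *Crocc* in experiment 2 and *Inpp5k* in experiment 3. The effect of this coarseness on the spread and the counts of each experiment was not tested. The culture time of the mock control is not given in the paper's text. The replicate number was taken as the number of the experiment, and each LIPUS array was paired with the control array of its number, which the paper does not state.

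Of 45101 probe sets the 64 controls were left out. Symbols came from the annotation of the array, updated through gene identifiers. Probe sets with no symbol there enter the counts and are not named, and probe sets of Tables 1 and 2 with several symbols go by the gene the tables give. Some genes of the lists and of the paper are not analysed here because the annotation used does not name them.

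Differential expression was computed with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with an intensity trend, on all 9 arrays with the experiment as a fixed block, which left 4 residual degrees of freedom and gave 3.00 prior degrees of freedom. The comparisons were 24 h with control, 6 h with control and 24 h with 6 h. P-values were adjusted by the Benjamini-Hochberg method, at a threshold of 0.05. The count by the rule of the study took ratios of at least 1.5 in all 3 experiments, and the folds of Tables 1 and 2 were computed as the arithmetic mean and standard deviation of the 3 ratios. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, on the probe set with the highest mean for each gene, with adjustment over the 28 lists. The 16 lists that the study chose on these samples were only counted, and of these 1 had no member with a named probe set. A further list, of histone genes, had only 3 measured members and its test is void.

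The named genes were chosen by a rule set before the data were examined: every gene the paper names, the 10 largest rises and falls of each comparison among probe sets that passed and moved the same way in every experiment, up to 4 changed members of each list or, where none changed, up to 2 by value only, and the reference genes. The folds in the paper's tables had been seen when the rule was set. *Gapdh* lies only on control probe sets or probe sets with several symbols, so *Actb* stands for the reference genes.

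The procedure was tested on simulated data, in which 50 probe sets each were changed by 1.2-fold, 1.5-fold, 2-fold and 3-fold on arrays with the residual spread of these. Limma recovered 9, 47, 49 and 50 of them and called 1 unchanged probe set, and the rule of 1.5-fold in all experiments recovered 0, 8, 49 and 50. A simulated fall of the G2 and M phase list was found, and 2 of the 27 lists that were not shifted also passed the camera test, so that a list near the threshold can pass without a shift of its own.

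Alternatives to the replicate block, the variance trend, the set of probe sets and arrays, the normalization between arrays, array weights, the test, the thresholds, the set test, and the arrays and experiments included were set before the data were examined, and all of them were run. The estimation of array weights stopped with a warning before it converged.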

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

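All of the tests of explanations in this part were chosen after the results they measure had been seen.

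Levels in LIPUS-treated cells at 24 h differed from those at 6 h. By a test of the difference itself, 909 probe sets changed between 6 h and 24 h. These arrays also differ in culture time, and no mock control of stated time goes with either, so the difference is not assigned to LIPUS. *Hspb1* changed by -0.84 on the log2 scale between these times and *Pkp1*, which encodes a protein of epithelial junctions, by -0.79 (adjusted p = 7.29e-04), both lower at 24 h in all 3 experiments. Among the gene lists, the median log2 change between 6 h and 24 h was -0.27 for G2 and M phase genes, -0.11 for S-phase genes, -0.11 for BMP and SMAD1/5 target genes, -0.081 for heat shock proteins and chaperones, -0.069 for chondrocyte markers, -0.058 for epithelial and keratinocyte markers and -0.057 for NRF2 target genes. The median was 0.036 for skeletal and smooth muscle markers, 0.057 for matrix proteases and their inhibitors, 0.058 for Wnt target genes and regulators and 0.19 for small leucine-rich proteoglycans. These 11 lists passed camera at its preset correlation, and 0 did with an estimated correlation, where the smallest adjusted p was 0.0993.

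Changes appeared in probe sets that the paper does not list. Outside Tables 1 and 2, 1161 probe sets changed at 24 h, 770 higher and 391 lower. Of them, 17 stand for genes that the tables list by another probe set. These are limma calls with no fold cut-off, while the tables ask for 1.5-fold in all 3 experiments. By that rule 22 probe sets lay outside the tables. *Gbp8* rose by 1.58 on the log2 scale, and *Col2a1*, which encodes the collagen of cartilage, had -0.82 and *Slurp1*, which encodes a secreted protein of epithelia, -0.76, each the same way in 3 of 3 experiments (adjusted p = 1.9e-04, 9e-05 and 5.31e-04). The lists that passed camera at its preset correlation at 24 h had median log2 fold changes of -0.25 for G2 and M phase genes, -0.11 for S-phase genes, -0.092 for epithelial and keratinocyte markers, -0.087 for BMP and SMAD1/5 target genes, -0.086 for heat shock proteins and chaperones, -0.067 for chondrocyte markers, -0.066 for adipocyte markers, -0.041 for NRF2 target genes, -0.039 for cholesterol biosynthesis, 0.076 for matrix proteases and their inhibitors and 0.24 for small leucine-rich proteoglycans. At 6 h the medians of the lists that passed were 0.032 for immediate early and mechanoresponsive genes and 0.053 for collagens and matrix glycoproteins. With an estimated correlation 0 lists passed at either time, where the smallest adjusted p was 0.109 at 24 h and 0.582 at 6 h.

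The arrays compared are 3 against 3, which makes 10 splits, too few for a share under 0.05. The real split gave the highest count of changed probe sets in 1 of 10 splits for 24 h against control, at 1229 with a highest other of 0, and in 1 of 10 for 24 h against 6 h, at 909 with a highest other of 0. For 6 h against control all 10 splits gave 0. For gene lists at 24 h against control the real split gave 11 and the highest other 6, for 24 h against 6 h 11 and 6, and for 6 h against control 2 and 4, where 4 of 10 splits gave as many as the real one. Among the 4 splits that part every pair of arrays, the highest other count of lists was 5, 6 and 1 in the same order. Other splits of the arrays passed several lists, so a list that passed camera here is weaker evidence than its adjusted p.

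The fall of the G2 and M phase genes at 24 h was weighed against 3 explanations. A shift that depends on the level of a probe set would move lists of matched level alike, but the lowest median among 10000 random lists of the same size and level was -0.035, against -0.25, and 58 of 58 genes were lower in the mean. A drift of the arrays of experiment 3 is argued against by the median of -0.30 without replicate 3. What stays open is the time or density of the culture, since the culture time of the mock control is not given and the median at 6 h was 0.024, so a longer culture at 24 h and an effect of LIPUS cannot be told apart for these genes. An effect of LIPUS on cell division at 24 h is thus 1 open explanation and was not tested further. The unknown culture time of the control limits every other change at 24 h against the control in the same way. The paper states that the cell number of treated cells rose at a rate like that of mock-treated cells, which goes against a large effect on growth in its cultures.

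The array of experiment 3 at 6 h lies between its control and its 24 h array across the probe sets. The change from control to 6 h correlated with the change from 6 h to 24 h at 0.27 across all probe sets in this experiment, against -0.40 and -0.39 in experiments 1 and 2, where independent noise on 3 arrays gives a negative value. Signals near the floor are argued against, since the correlation was 0.36 across the 40% of probe sets with the highest mean. A mixture of control and 24 h RNA would carry the 24 h response with it, but across 76 probe sets that passed 1.5-fold at 24 h in experiments 1 and 2 and moved in experiment 3 the median share of the 24 h change present at 6 h was 0.077 in experiment 3, against 0.0782 and 0.0856 in experiments 1 and 2 across the 97 probe sets that passed there. A response to LIPUS that grows with time in every experiment stays open. Across the same 40% of probe sets the 24 h log2 ratios of experiment 3 correlated at 0.21 with those of experiment 1 and at 0.47 with those of experiment 2, which goes with such a response, while the correlation of the early with the late change was -0.34 and -0.32 in experiments 1 and 2, where noise on the 6 h array can hide it. The quality of RNA or drift in the hybridization stays open too. The paper accepted only RNA with an integrity number above 9.5, which goes against degraded RNA, but the numbers of single samples are not given and hybridization is not covered by them. In experiment 3 the 3' minus 5' difference of the *Gapdh* control probe sets changed from control by -0.018 at 6 h and -0.066 at 24 h. This puts its 6 h array between the other arrays of experiment 3, which goes with this explanation. The changes were 0.0922 and 0.052 in experiment 1 and 0.0447 and 0.047 in experiment 2, where the 6 h array also lay between. For *Actb* they were 0.0207 and 0.0196 in experiment 3, so its 6 h array did not lie between. The *Actb* change to 24 h in experiment 3 also lay between the 0.026 and -0.0016 of the others. The *Actb* values go against this explanation, and single arrays cannot decide it. All 3 arrays of experiment 3 stood apart in these differences, at 0.42 to 0.48 for *Gapdh*, against 0.055 to 0.15 in experiments 1 and 2, and at 0.73 to 0.75 for *Actb*, against 0.54 to 0.65. This goes with a difference of RNA quality between the experiments. Within experiment 3 the *Gapdh* difference fell in the order control, 6 h and 24 h, at 0.48, 0.47 and 0.42. That of *Actb* did not follow this order, at 0.7279, 0.7486 and 0.7475.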

How the results depend on the processing

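All alternatives in this part were set before the data were examined, and the cause of each change was not tested unless the alternative's own construction gives it. No value reversed its direction under any alternative while it or its first value was called.

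The 1229 probe sets changed at 24 h and the 909 changed between 6 h and 24 h became 1 and 0 without the replicate block, 522 and 354 without the variance trend, 1914 and 1384 among the highest 40% by mean, 5 and 8 with only the 6 arrays compared, 407 and 299 at an adjusted p under 0.01, and 124 and 96 when a fold of 1.5 was also asked for. The fits with fewer arrays have fewer residual degrees of freedom. With array weights the counts were 9276 and 5482. That estimation stopped before it converged and gave the 6 h array of experiment 3 a weight of 64.4 and the 24 h array of experiment 2 a weight of 21.9, against 0.104 for the lowest, so these counts say little. The methods' t-test gave 351 and 299 at an unadjusted p under 0.05, a paired test 2355 and 2366, and both 0 and 0 after adjustment. Quantiles, a common median and 1 probe set per gene kept both counts within 1.5 times, at 694 to 1322, though quantiles took the higher share at 24 h from 809 of 1229 to 746 of 1322.

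At 6 h the count of 0 became 53 by the methods' t-test and 998 by a paired test, both unadjusted. Leaving out 1 experiment or 1 array gave 0 to 1439 at 24 h, 0 to 38 at 6 h and 0 to 1498 between 6 h and 24 h. At 24 h the counts were 0 without experiment 1, 49 without experiment 2, 1439 without experiment 3, 200, 399 and 902 without the control array of experiments 1, 2 and 3, 472, 753 and 773 without the 6 h arrays, and 350, 351 and 1374 without the 24 h arrays. Between 6 h and 24 h they were 0, 44 and 1498 without each experiment, 338 and 536 without the control array of experiments 1 and 2, 71, 235 and 406 without the 6 h arrays and 209 and 261 without the 24 h arrays of experiments 1 and 2. The balance between 6 h and 24 h turned from 513 higher and 396 lower to 683 and 815 without experiment 3 and to 582 and 682 without its 24 h array. At 6 h the count was 38 without experiment 3 and 1 without the control array of experiment 3.

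The 59 probe sets at 1.5-fold in all 3 experiments at 24 h became 200 at 1.3-fold, 11 at 2-fold and 77 to 97 without 1 experiment. The count of 0 at 6 h became 1 at 1.3-fold and 0 to 6 without 1 experiment. Pairing each LIPUS array with the mean of the controls, with no replicate block, gave 44 and 0.

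The 11 gene lists at 24 h and the 11 between 6 h and 24 h became 0 and 0 with an estimated correlation and 19 and 18 with fry. Without 1 experiment or array they became 9 to 14 and 8 to 13. The balance at 24 h turned from 2 upward and 9 downward to 11 and 8 with fry. Between 6 h and 24 h it turned from 4 and 7 to 11 and 7. The 2 lists at 6 h, both upward, became 0 with an estimated correlation, 0 with fry and 0 with no replicate block. They became 4 among the highest 40% by mean, 1 upward and 3 downward, and 1 to 4 without 1 experiment or array. The median of the G2 and M phase genes at 24 h stayed between -0.30 and -0.21 and passed in 18 of 19 alternatives, all but the estimated correlation. Of the lists named at 6 h, immediate early and mechanoresponsive genes lost the call in 9 of 19 alternatives and collagens and matrix glycoproteins in 3. At 24 h adipocyte markers lost it in 8, cholesterol biosynthesis in 3, epithelial and keratinocyte markers in 2 and the other 8 lists in 1. Between 6 h and 24 h Wnt target genes and regulators lost it in 7, epithelial and keratinocyte markers in 3, chondrocyte markers in 2 and the other 8 lists in 1. The probe sets of Table 1 at a mean fold past 1.5 numbered 33 to 36 and those of Table 2 15 to 27 without 1 experiment.

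Of 119 named probe sets called at 24 h, 118 lost the call with no replicate block, 119 without experiment 1, 85 without experiment 2, 6 without experiment 3, 114 with only the 6 arrays compared and 24 without the variance trend. On arrays, signal over background limits probe sets of low mean, and the filter to the highest 40% left 160 of 197 named probe sets.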

Differences from the paper's values

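The alternatives named here were set before the data were examined. The counts follow the rule of 1.5-fold that the paper states, and its software and normalization are not repeated here.

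At 24 h 16 probe sets were lower by 1.5-fold in all 3 experiments, where the paper's count is 46, and the count was 47 at 1.3-fold and 45 without replicate 3, which lie within 1.5 times the paper's, and 11 to 18 with no replicate block, the highest 40% by mean, quantiles again, a common median and without replicate 1 or 2, and 1 at 2-fold, which do not. They stood for 13 genes, where the paper gives 37; this was 35 at 1.3-fold and 32 without replicate 3, within 1.5 times the paper's, and 1 to 15 under the other alternatives, which differ. The higher probe sets numbered 43, against 45 in the paper. At 6 h 0 probe sets were higher and 0 lower, where the paper gives 1 and 2, for 0 and 0 genes, where the paper gives 1 and 2. At 1.3-fold 1 probe set for 1 gene was higher, and 0 were lower. Without replicate 3 the lower probe sets were 3 for 2 genes, within 1.5 times the paper's, and the higher ones were 3, which differs, for 1 gene, which does not. The other alternatives gave 0 or, without replicate 2, 2 higher for 2 genes, and differ.

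In single experiments at 6 h, 121, 14 and 102 probe sets were higher in experiments 1, 2 and 3, where the paper's counts are 232, 258 and 524, and 106, 13 and 42 were lower, where the paper's counts are 286, 400 and 687. At 24 h 114 were higher in experiment 2, where the paper shows about 320 in Figure S1, read by eye. The lower ones numbered 340, 57 and 342, where the paper shows about 540, about 620 and about 1300 in Figure S1, read by eye. With no replicate block, the counts at 6 h of higher probe sets in experiments 1 and 3, 170 and 458, of lower probe sets in experiment 3, 821, and at 24 h of lower probe sets in experiment 3, 880, were within 1.5 times the paper's, and the other 6 at both times differ. With a common median the lower probe sets of experiment 1 at 24 h numbered 444, which is also within that range, and every other count under a common median, quantiles again or the highest 40% by mean differs. At 24 h the higher probe sets of experiments 1 and 3 did not differ from the paper's.

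Of 94 mean folds at 24 h, 7 differed by more than the larger standard deviation and by over 1.5 times, and of 94 at 6 h 3 did. The errors of the paper are standard deviations. At 24 h the mean fold of *Siah2* was 1.05 at the probe set of Table 1, where the paper's is 1.71, while another probe set of this gene was higher with a log2 fold change of 0.32, that of *Blnk* 0.699, where the paper's is 0.37, that of *Plin4* 0.833, where the paper's is 0.5, that of *Ddr1* 0.857, where the paper's is 0.51, that of *Trim29* 0.882, where the paper's is 0.54, that of *Gpaa1* 0.854, where the paper's is 0.55, and that of *Inpp5k* 0.956, where the paper's is 0.58. At 6 h the mean fold of *Plagl1* was 1.13, where the paper's is 1.74, that of *Gsn* 1.02, where the paper's is 0.58, and that of *Iqsec2* 0.981, where the paper's is 0.62. Without replicate 3, *Gpaa1* was at 0.815 and within 1.5 times the paper's value. All of the other folds in this paragraph differ with no replicate block, quantiles again, a common median and without replicate 1, 2 or 3, and *Gpaa1* differs under the rest of these.

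After these values, some statements of the paper differ. The paper lists *Crocc* as raised at 6 h, and its mean fold was 1.04 here. Table 1 gives *Mylk* below its control at 6 h, while the array ratio was 1.10, on the side that the paper gives for quantitative PCR. For *Id1* the paper reports a fall at 6 h by quantitative PCR and calls the arrays similar. The array log2 ratios of *Id1* at 6 h lay between -0.09 and 0.16 here. *Znhit6* did not differ in direction, since the paper gives it as raised at 6 h and its array log2 ratios lay between 0.02 and 0.09. The text counts 1 raised and 2 lowered probe sets at 6 h and 45 raised and 46 lowered at 24 h, and Figure 3 gives the pairs by colour the other way round for each time. The legend of Figure S1 names 12 h for the panels that the text and the figure give as 24 h. Over the whole of Tables 1 and 2, 45 of 45 and 46 of 46 probe sets listed for 24 h had the direction the paper gives.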

Other observations

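The test of the hypothesis in this part was chosen after the fall of *Id1*, *Id2* and *Id3* had been seen.

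The fall of these 3 genes may be part of a wider fall of BMP and SMAD1/5 target genes. The 16 other measured members of that list had a median log2 fold change of -0.07 at 24 h, and 11 of 16 were lower in the mean. Of 10000 random lists of the same size, matched on level, 0.52% had a median as low. This is consistent with a lower expression of the list as a group. *Sostdc1*, at -0.60, is also among the genes the study lists, and *Atoh8* at -0.41 and *Smad6* at -0.30 (adjusted p = 0.0311 and 0.0293 from limma) are not. Random lists do not carry the correlation among targets of one pathway, and the whole list did not pass with a correlation estimated from the data (adjusted p = 0.117). Protein levels and SMAD phosphorylation were not measured. Time in culture and LIPUS cannot be told apart for this fall either, since the culture time of the mock control is not given.

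The remaining lists at 24 h, 17 of 28, did not pass the camera test. Among them the 22 measured interferon-stimulated genes had 2 higher and 2 lower members (3 and 2 when adjusted over the list alone), and the 23 genes of the insulin-like growth factor system and imprinted growth genes had 7 higher and 2 lower members (7 and 3 when adjusted over the list alone).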
